A study of Mus musculus with 6 samples. Its data were reported in "Aberrant activation of the human sex-determining gene in early embryonic development results in postnatal growth retardation and lethality in mice" (2017).

How the data were processed

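The transcriptomes of whole brains from male FVB mice at postnatal day 6 were measured on Illumina MouseRef-8 v2.0 bead arrays, on which each probe is a short oligonucleotide carried by many beads and the brightness of the beads reads the amount of its transcript. The series held 6 arrays, 3 from hSRY-OFF mice and 3 from hSRY-ON mice, and each array came from a separate sample. Samples were grouped by the genotype given in their labels, and the replicate numbers were taken from the same labels. Strain, age, sex and tissue were labelled alike in all samples.

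The authors deposited a table with a mean bead signal intensity for each probe on each array and, beside it, a detection p-value, which is the share of negative-control beads at least as bright as the probe. The deposited intensities were on a linear scale with no negative values. Their quantiles differed between arrays, so no quantile normalization had been applied to them, and no background correction was stated. The study's methods name the R package TCC for normalization and testing without its settings or threshold. That package was not used here, and its results are not part of the values below. The steps of the detection p-values corresponded to 798 negative controls per array, whose own intensities were not used here. The table listed 25697 probes under 18138 gene symbols. Of these symbols, 14307 were symbols of the mouse annotation table of assembly GRCm38.p6 and 2976 matched it only as synonyms. Gene names were otherwise kept as in the deposited table, and a newer symbol is given where one is named.

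All further values were computed in R 4.3.3 with limma 3.58.1. The mean and SD of the negative controls were inferred from the detection p-values, and the intensities were corrected with limma's normexp model with an offset of 16, quantile normalized between arrays and put on the log2 scale. Because this correction subtracts most of the background, it widens the spread of dim probes. Probes with a detection p-value under 0.05 on at least 3 of the 6 arrays were tested, which left 14215 probes of 10548 symbols. A linear model with the group as its only term was fitted to each probe with lmFit and eBayes (two-sided), with Benjamini-Hochberg adjustment over the tested probes and a call at an adjusted p under 0.05. Every adjusted p for a probe below is from this limma fit unless another is named. Log2 fold changes are hSRY-ON minus hSRY-OFF. Probes of 1 gene were tested separately. A probe with no detection on any array is described as below background and given no fold change. The precision is limited by the number of arrays, 3 in each group. For single values compared between the groups, an exact permutation test over the 10 distinct splits of the arrays was used, which cannot give a p below 0.1.

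Gene sets were tested with limma's camera (two-sided, preset inter-gene correlation of 0.01), with Benjamini-Hochberg adjustment over 16 sets and the probe with the highest mean used for each symbol. The sets covered DNA replication, mitosis, cholesterol biosynthesis, glucocorticoid response, hypoxia response, myelin, oligodendrocyte precursors, astrocytes, granule cell precursors, Purkinje cells, neuronal synapses, microglia, endothelium, choroid plexus, erythroid cells and a check of sex. The replication, mitosis and cholesterol sets follow pathways that the study picked from these same arrays and are therefore not independent evidence. The genes named in the text were set by rule: the 5 probes that rose most and the 5 that fell most among called probes with no overlap between the groups, and a fixed list made up of mouse Sry, Xist, the Y-linked genes, the neighbours of the transgene integration site (Eif4enif1 and Drg1) and Sox3, Sox8, Sox9, Sox10, Maoa and Ret. The grouping, the main fit, the gene sets, this rule and most alternatives were chosen before the data were examined. Further lists of granulocyte, tooth and bone, and meningeal genes were written after the first results and are used only in the closing observations.

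The same steps were tested on simulated data made from the means and spreads of these arrays, with 200 probes changed by 1 on the log2 scale. In the simulated comparison of hSRY-ON with hSRY-OFF, 14539 probes were tested and 198 of the changed probes were among them. The fit made 203 calls, which recovered 185 changed probes (93.4%), and 18 calls (8.87%) were of unchanged probes. When the mitosis list was lowered in the simulation, 1 gene set passed the threshold. The alternatives tried were other background corrections, other normalizations, other filters, a replicate block, leaving out each array in turn, other priors and weights, other thresholds, 1 probe per symbol, and fry or an estimated correlation for the gene sets. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.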

Results

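The brains of male mice with an activated human SRY transgene were profiled to find the changes in gene expression that accompany ectopic SRY in this organ. SRY is the sex-determining gene of the Y chromosome. In the transgenic line, a single copy of the human gene had been placed at the H11 locus on chromosome 11 behind a blocking cassette flanked by loxP sites, which Cre recombinase removes. Mice with the recombined transgene are designated hSRY-ON and those with the unrecombined transgene hSRY-OFF. The study describes the controls of the transcriptome comparison as age-matched, and the litter and mother of each sample were not known here. A difference of litter or mother between the genotypes was therefore not separated from activation of the transgene. Whole brain at postnatal day 6 was hybridized to 3 arrays per genotype. The median signal intensity was 220, 206 and 204 on hSRY-OFF arrays 1 to 3 and 210, 200 and 205 on hSRY-ON arrays 1 to 3. The number of probes detected above background at a detection p-value under 0.05 was 14078 ± 227 (SD, n = 3) in hSRY-OFF and 14144 ± 209 (SD, n = 3) in hSRY-ON. The difference of 66 probes was smaller than the spread between replicates (exact permutation test, two-sided, p = 0.7, with 0.1 the smallest p possible), and its sign turned when a stricter detection p-value of 0.01 was used, with 12722 ± 268 probes in hSRY-OFF and 12506 ± 134 in hSRY-ON (exact permutation test, two-sided, p = 0.3, n = 3 per group). All 6 arrays together detected 12715 probes, and 9796 probes were detected on none.

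The arrays were first compared with each other to set the difference between genotypes against the spread between replicates. Across the 14215 tested probes, Pearson correlations of normalized log2 signals were 0.9936 to 0.9940 between hSRY-OFF arrays, 0.9908 to 0.9930 between hSRY-ON arrays and 0.9862 to 0.9897 between arrays of different genotype. These correlations are across probes, which are not independent replicates. The real grouping had the largest excess of within-group over between-group correlation of the 10 possible splits, so its exact p was 0.1, the smallest this design allows. The first principal component held 42.8% of the variance and separated the genotypes, with scores of -14.7, -16.6 and -14.7 for the hSRY-OFF arrays and 22.2, 14.1 and 9.75 for the hSRY-ON arrays. The second component held 18.5% and set hSRY-ON array 3, at -22.2, apart from the other arrays, which lay between 0.0453 and 8.92. Replicates varied more in hSRY-ON, where the median SD per probe was 0.13 on the log2 scale against 0.11 in hSRY-OFF, and 59.1% of probes had the larger SD in hSRY-ON.

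Differential expression between hSRY-ON and hSRY-OFF brains was then tested probe by probe. At an adjusted p under 0.05, 308 probes differed, of which 120 were higher and 188 lower in hSRY-ON. They belonged to 295 gene symbols, 116 of them higher and 179 lower. The number of calls lay close to its threshold, as 307 of the 308 probes had an adjusted p of 0.02 or more, and 1 probe, for Sult1a1, remained at an adjusted p under 0.01. The alternative that raised the number most, a prior for the spread that follows signal and is robust to outlying probes, gave 1447 calls. Leaving out 1 array gave 0 calls without hSRY-OFF array 1, 1 without hSRY-OFF array 2, 0 without hSRY-OFF array 3, 1 without hSRY-ON array 1, 0 without hSRY-ON array 2 and 417 without hSRY-ON array 3. In these limma fits the unadjusted p was under 0.05 for 2493, 2236, 2433, 2320, 2690 and 3150 probes, in the same order. Of the 308 called probes, 298 to 300 could be tested again in each of these fits, and all of them kept their direction and an unadjusted p under 0.05. The direction could hardly turn, since the groups did not overlap for any called probe. With all arrays, 2978 probes (20.9%) had an unadjusted p under 0.05. The 3 values of hSRY-ON lay wholly above or below the 3 of hSRY-OFF for 3941 probes (27.7%), where chance gives 10%, and this held for all 308 called probes.

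**Figure D1:**
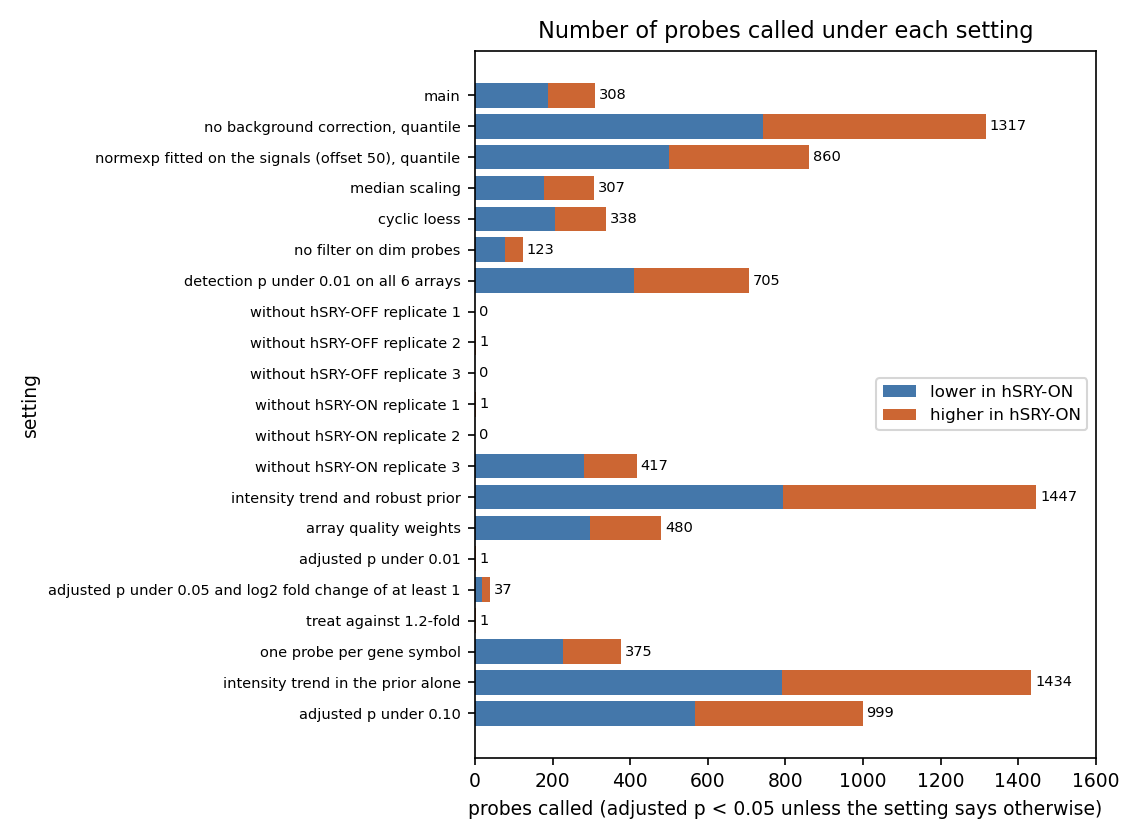
Number of probes called (x axis, bars from 0, split into lower and higher in hSRY-ON) under the main setting and its alternatives (y axis), at an adjusted p under 0.05 unless the setting names another threshold. The count was 308 under the setting used for the report and lay between 0 and 1447 under the alternatives. The fit with the replicate block, which made 0 calls, is not drawn.

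The called changes ranged from 0.38 to 3.16 in absolute log2 fold change, with a median of 0.68, and 37 called probes changed by at least 1 on the log2 scale, 19 upward and 18 downward. Over all tested probes the median log2 fold change was 0.0048, with quartiles of -0.14 and 0.14, and the median SE of a log2 fold change was 0.11. Among the called symbols, 94 had more than 1 tested probe. All tested probes of 70 of them lay on the same side, and 24 had probes on both sides. For 3 of these 24 (2610042L04Rik, Gnb4 and Zxdc, picked out after their values were seen) an opposite probe also had an unadjusted p under 0.05.

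**Figure D2:**
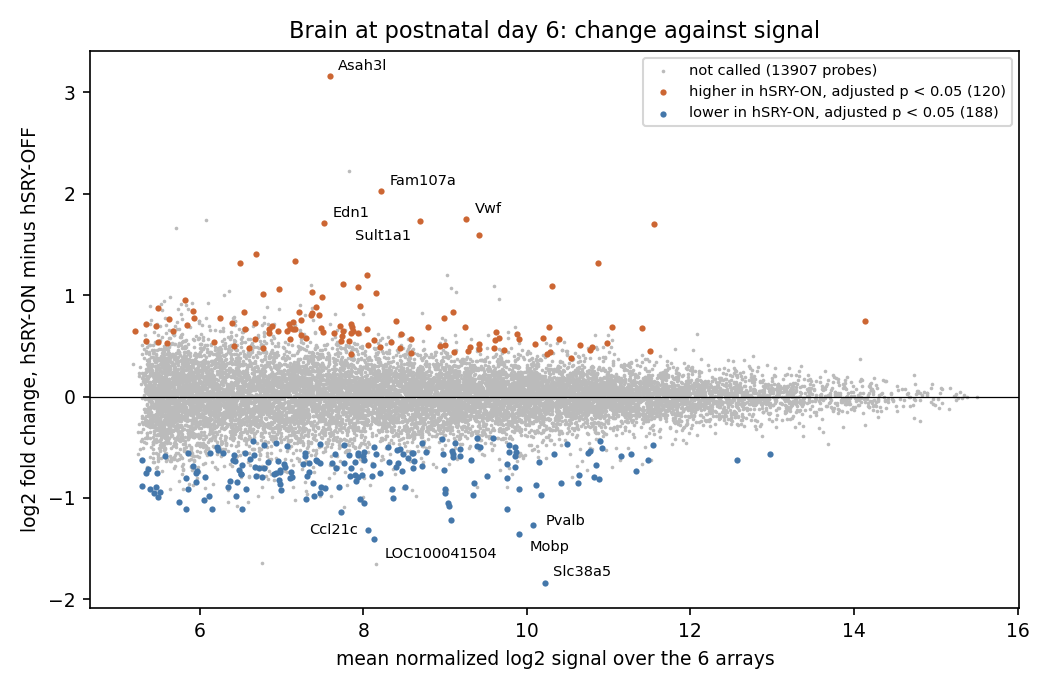
Log2 fold change (hSRY-ON minus hSRY-OFF, y axis) against mean normalized log2 signal (x axis) for the 14215 tested probes, with the 120 higher and 188 lower calls coloured and the 10 probes with the largest called changes named. The calls extend from -1.83 for Slc38a5 to 3.16 for Asah3l.

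The largest called rise was that of Asah3l (probe ILMN_2629112, current symbol Acer2), from 6.01 ± 0.21 in hSRY-OFF to 9.17 ± 0.94 in hSRY-ON (normalized log2 signal, mean ± SD, n = 3 per group here and below). Its log2 fold change was 3.16 (SE 0.42, adjusted p 0.0263), and the 3 hSRY-ON arrays ranged from 8.21 to 10.09. Fam107a (ILMN_2768972) rose from 7.20 ± 0.06 to 9.23 ± 0.58, by 2.03 (SE 0.26, adjusted p 0.0263). Vwf (ILMN_2519673), which encodes von Willebrand factor, rose from 8.38 ± 0.13 to 10.13 ± 0.35, by 1.75 (SE 0.18, adjusted p 0.0240). Sult1a1 (ILMN_2745370) rose from 7.82 ± 0.10 to 9.55 ± 0.12, by 1.73 (SE 0.097, adjusted p 0.0054, the lowest of all probes). Edn1 (ILMN_2737713), which encodes endothelin 1, rose from 6.66 ± 0.14 to 8.37 ± 0.54, by 1.71 (SE 0.25, adjusted p 0.0321).

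The largest called fall was that of the amino acid transporter Slc38a5 (ILMN_2649773), from 11.14 ± 0.01 to 9.31 ± 0.62, a log2 fold change of -1.83 (SE 0.28, adjusted p 0.0328). LOC100041504 (ILMN_2602139) changed from 8.84 ± 0.21 to 7.43 ± 0.51, by -1.41 (SE 0.25, adjusted p 0.0418). The myelin gene Mobp (ILMN_1223628) changed from 10.58 ± 0.26 to 9.23 ± 0.41, by -1.36 (SE 0.22, adjusted p 0.0348), and its 2 other tested probes changed by -1.05 (adjusted p 0.0225) and -0.98 (adjusted p 0.0637). Ccl21c (ILMN_2969845) changed from 8.72 ± 0.16 to 7.40 ± 0.48, by -1.31 (SE 0.23, adjusted p 0.0413). The signal of Ccl21c is uncertain as to gene, since the Ccl21 genes of the mouse are near-identical copies. Pvalb (ILMN_1218223), which encodes parvalbumin, changed from 10.71 ± 0.21 to 9.44 ± 0.12, by -1.27 (SE 0.12, adjusted p 0.0240). Among these 10 probes, only Sult1a1 kept an adjusted p under 0.05 without hSRY-OFF array 2 or without hSRY-ON array 1. None did without hSRY-OFF array 1, hSRY-OFF array 3 or hSRY-ON array 2. Every direction was kept, but it could hardly turn, because probes with no overlap between the groups had been chosen. Without hSRY-ON array 3, Ccl21c alone lost its call, at an adjusted p of 0.0643 (range over the other background corrections, normalizations and filters and the fits without an array 0.000278 to 0.127).

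**Figure D3:**
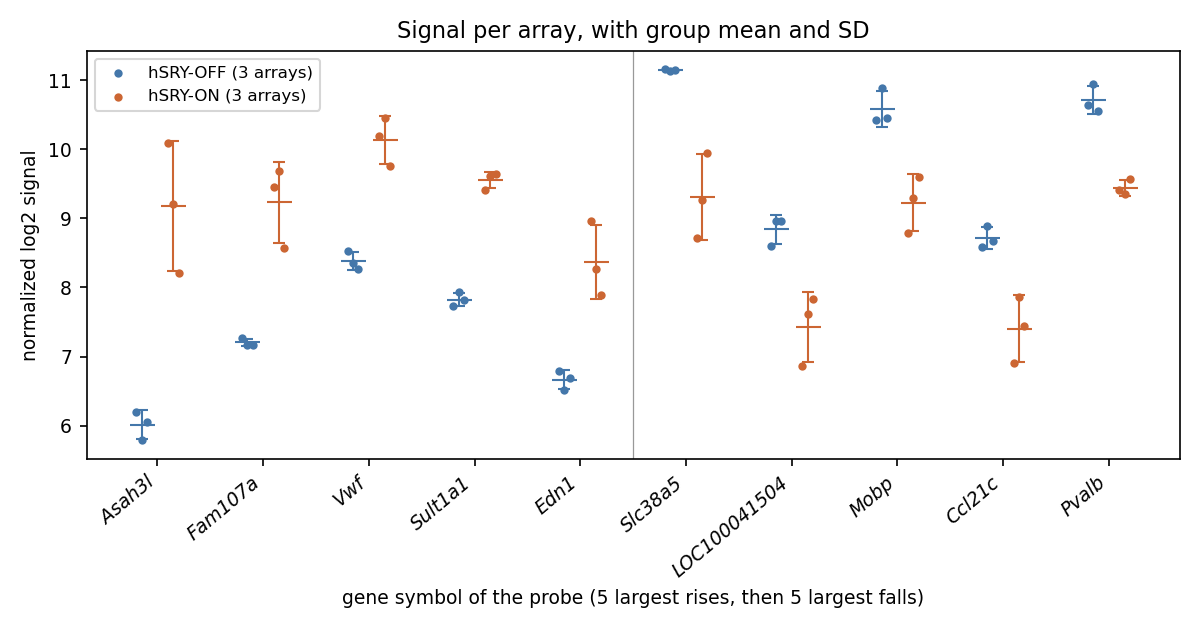
Normalized log2 signal (y axis) on each array (points) with group mean and SD (horizontal bar and whiskers) for the 5 largest called rises and the 5 largest called falls (x axis). In each of the 10 probes the 3 hSRY-ON arrays lie wholly on 1 side of the 3 hSRY-OFF arrays, and the widest spread is that of Asah3l in hSRY-ON, with an SD of 0.94.

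The labels' sex and the surroundings of the transgene were checked with the fixed list of genes. Xist, expressed from the inactive X chromosome of females, was below background on all 6 arrays at both of its probes. Ddx3y, a Y-linked gene, was detected on all arrays with 10.78 ± 0.01 in hSRY-OFF and 11.07 ± 0.13 in hSRY-ON (log2 fold change 0.29, SE 0.09, adjusted p 0.135), which did not pass the threshold. The other probes of Ddx3y were below background, as were mouse Sry, Eif2s3y, Zfy1 and Zfy2. The Y-linked Jarid1d (current symbol Kdm5d) and Uty did not differ, with log2 fold changes of -0.08 (adjusted p 0.896) and -0.06 (adjusted p 0.934), and both were detected on only 2 arrays of each group. No probe for the human transgene was analysed here, so activation of the transgene itself was not measured. Eif4enif1 and Drg1, which flank the integration site, had 2 tested probes each. Their log2 fold changes were 0.13 (adjusted p 0.465) and 0.03 (adjusted p 0.859) for Eif4enif1 and -0.06 (adjusted p 0.746) and 0.09 (adjusted p 0.760) for Drg1. Of the genes discussed by the study in relation to SRY, Sox3 and Maoa were below background on all 6 arrays, each at its only probe. A probe can be below background where its gene is expressed, as with Ddx3y, so expression of Sox3 and Maoa is not excluded. Sox8 (log2 fold change -0.24, adjusted p 0.384), Sox9 (0.011, adjusted p 0.974) and Ret (-0.57, adjusted p 0.316) did not differ beyond the spread between replicates, and Sox10 was not analysed here. These genes were refitted with other background corrections, normalizations and filters and without each array, and among these fits Ddx3y alone passed the threshold, at an adjusted p of 0.0312 without background correction (range over these fits 0.0312 to 0.290). The direction of Uty, Jarid1d, Sox9 and the weaker Eif4enif1 probe turned in 10 of the fits that left out an array, with log2 fold changes of at most 0.18 in size and none past the threshold, so these genes have no settled direction.

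Gene sets were tested to ask whether groups of related genes moved together. With camera, 8 of 16 sets passed an adjusted p of 0.05, 3 upward and 5 downward. None passed when the correlation between the genes of a set was estimated from the 6 arrays (camera, 1 set at an unadjusted p under 0.05, lowest adjusted p 0.273). With fry, a rotation test, 8 sets passed, 6 of them among those called by camera. Without hSRY-ON array 1 or hSRY-ON array 3, 6 sets passed.

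The mitosis set showed the largest shift, with a median log2 fold change of -0.78 over 17 tested genes (camera adjusted p 8.1e-15). All 17 genes were lower, 11 of them called over all probes and 17 when adjusted over the list alone. The DNA replication set had a median of -0.42 over 22 genes (adjusted p 8.6e-07), with 19 lower, 3 called over all probes and 13 adjusted over the list alone. The cholesterol biosynthesis set had a median of -0.29 over 17 genes (adjusted p 0.000166), with 16 lower, 0 called over all probes in limma (9 at an unadjusted p under 0.05) and 6 adjusted over the list alone. Because the study picked these pathways from the same arrays, the counts adjusted over the list alone are not independent evidence for these 3 sets. The myelin set had a median of -0.66 over 11 genes (adjusted p 1.5e-08). All 11 were lower, 4 of them called over all probes and 9 adjusted over the list alone. The glucocorticoid response set, genes that rise after exposure to corticosterone, had a median of 0.33 over 16 genes (adjusted p 1.8e-08). All 16 were higher, 4 of them called over all probes and 7 adjusted over the list alone, and Sult1a1 was one of its members. These 5 sets also passed with fry.

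The choroid plexus set had a median of 0.30 over 10 genes (adjusted p 0.0163), with 8 higher and 2 lower, 1 called over all probes and 7 adjusted over the list alone, of which 5 were higher and 2 lower. It passed with fry as well, but its camera adjusted p was 0.0624 without hSRY-ON array 2 and 0.0679 without hSRY-ON array 3 (range over the alternatives 0.00374 to 0.273). The hypoxia response set (median 0.14 over 13 genes, adjusted p 0.0419, 4 adjusted over the list alone) and the neuronal synapse set (median -0.12 over 15 genes, adjusted p 0.0419, 1 adjusted over the list alone) had 0 genes called over all probes in limma, with 4 and 1 at an unadjusted p under 0.05, and did not pass with fry, at 0.190 and 0.0702. Nor did the hypoxia response set pass with camera without hSRY-OFF array 1 (0.106), hSRY-OFF array 2 (0.0698) or hSRY-ON array 1 (0.0829), or the neuronal synapse set without hSRY-OFF array 3 (0.0690), hSRY-ON array 1 (0.0748) or hSRY-ON array 3 (0.141). The hypoxia response set also did not pass with camera with no filter on dim probes (0.150). The neuronal synapse set did not pass with median scaling (0.0503) or cyclic loess (0.0515). Over all alternatives the adjusted p of these sets ranged from 0.00298 to 0.538 and from 0.0102 to 0.273, in that order. Oligodendrocyte precursor genes (median -0.27 over 7 genes) and Purkinje cell genes (median -0.13 over 8 genes) passed with fry, at 0.00963 and 0.0464, but not with camera, at 0.0676 and 0.126, although the Purkinje set passed with camera without hSRY-OFF array 3 (0.0388, range over the alternatives 0.0388 to 0.601) and the oligodendrocyte precursor set with no filter on dim probes (0.0377, range over the alternatives 0.00963 to 0.273). In these 2 sets 1 and 2 genes were called over all probes, and 4 and 3 adjusted over the list alone.

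The remaining 6 sets passed neither test. Their camera adjusted p was 0.343 for microglia, 0.436 for granule cell precursors, 0.540 for the check of sex and 0.570 for astrocytes, endothelium and erythroid cells. The direction depended on the summary in 3 of them. The median, mean and camera direction were 0.0055, -0.14 and down for granule cell precursors, -0.06, 0.05 and up for the check of sex, and -0.23, 0.06 and down for endothelium, where fry gave up. Within 2 of these sets single genes were nevertheless called over all probes, 3 of 11 astrocyte genes (1 higher, 2 lower) and 1 of 10 endothelial genes, Vwf. Adjusted over the list alone, the counts were 6 for astrocytes, 8 for endothelium (3 higher, 5 lower), 2 for microglia, 2 for granule cell precursors, 1 for the check of sex and 0 for erythroid cells (0 at an unadjusted p under 0.05 in limma).

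**Figure D4:**
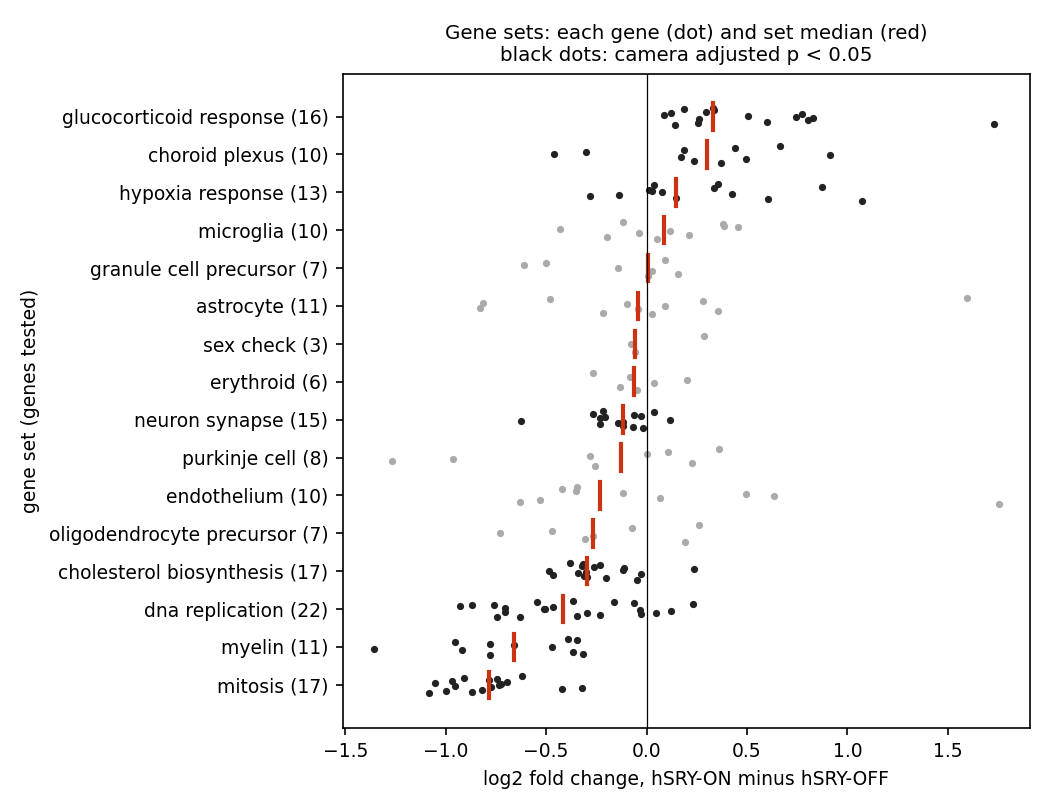
Log2 fold change (hSRY-ON minus hSRY-OFF, x axis) of every tested gene (points) in the 16 gene sets (y axis, number of tested genes in parentheses), with the set median as a red bar and sets past a camera adjusted p of 0.05 in black. All 17 mitosis and all 11 myelin genes lie below 0 and all 16 glucocorticoid response genes above it.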

Values the study reported

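The study reported n = 3 for each group of male mice in the transcriptome comparison, taken at postnatal day 6. It entered the top 700 up- or down-regulated genes of each organ into pathway analysis, which for the brain named cell cycle control and cholesterol biosynthesis among the leading pathways. For the brain, the annotation of abnormal central nervous system morphology was listed with 46 molecules.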

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

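A prior for the spread that follows signal, without the robust option, and a threshold at an adjusted p of 0.10 were chosen after seeing the data, and the other alternatives were chosen before. The number of called probes depended strongly on the processing, while the direction of the called probes did not depend on the background correction or the normalization. All 308 called probes kept their sign under each of the other background corrections and normalizations. The 298 to 300 that were tested again when an array was left out kept theirs. The groups did not overlap for any of the 308 probes, so leaving out an array could hardly turn a direction and does not test it. Another prior, filter or replicate block leaves a probe's log2 fold change as it is here and does not test the direction, and the direction with array quality weights was not examined.

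The count of 308 probes (120 higher, 188 lower) became 1317 (574 higher, 743 lower) without background correction and 860 (360 higher, 500 lower) with normexp fitted on the signals with an offset of 50. It became 123 (47 higher, 76 lower) with no filter on dim probes and 705 (295 higher, 410 lower) when a detection p-value under 0.01 was asked on all 6 arrays. These filters changed the number of probes tested, to 25697 and 11619. It became 1447 (654 higher, 793 lower) with a trend and a robust prior, 1434 (643 higher, 791 lower) with the trend alone and 480 (184 higher, 296 lower) with array quality weights. By the construction of the threshold, it became 1 (1 higher, 0 lower) at an adjusted p of 0.01 and likewise 1 (1 higher, 0 lower) when the test was against a 1.2-fold change, with Sult1a1 the probe in both cases. It became 37 (19 higher, 18 lower) with a log2 fold change of at least 1 asked as well, and 999 (433 higher, 566 lower) at an adjusted p of 0.10. Median scaling gave 307 calls, cyclic loess 338 and 1 probe per symbol 375. Of the 308 probes, 280 were also called without background correction, 301 with normexp fitted on the signals, 288 with median scaling, 307 with cyclic loess, 120 with no filter, 254 with the stricter filter and 286 with the trend and robust prior. The share of calls that were higher in hSRY-ON was 39.0% and ranged from 38.2% to 45.2% under the background corrections, normalizations, filters and trend with robust prior given here, but 19 of the 37 calls with a log2 fold change of at least 1 were higher.

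A candidate explanation for the 1037 calls gained without background correction was that they lay among dim probes near the background, but 10.7% of them fell in the dimmest tercile of the tested probes, where 37.7% of the 308 calls lay, which argues against it. The background correction itself raised the median residual SD of the dimmest tercile to 0.23 from 0.081 without it, whereas that of the brightest was 0.084 and 0.078. With a prior shared by all probes, the wider spread of dim probes could hold back calls among brighter probes, and letting the prior follow the signal gave 1434 calls on the corrected values. In the simulated comparison of hSRY-ON with hSRY-OFF, the main steps gave 203 calls (185 of changed probes). There were 182 (174) without background correction and 199 (189) with the trend. Because only 200 probes were changed in the simulation and most were called already, it could not show such a rise. It decides nothing here, and the explanation stays a hypothesis.

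Leaving out each array in turn gave 0 to 417 calls (0 to 137 higher, 0 to 280 lower). The highest was without hSRY-ON array 3, when 215 of the 308 probes were called again. The others gave 0 or 1 calls in limma, with lowest adjusted p of 0.0505 without hSRY-OFF array 1, 0.0284 without hSRY-OFF array 2, 0.0696 without hSRY-OFF array 3, 0.0208 without hSRY-ON array 1 and 0.0502 without hSRY-ON array 2. At an adjusted p of 0.10 the counts were 180, 1, 179, 229 and 427, and at an unadjusted p under 0.05 they were 2493, 2236, 2433, 2320 and 2690, in that order. Each of these fits has 1 array fewer, but so has the fit with 417 calls, and the cause of the low counts was not tested.

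The replicate numbers gave no strong sign of paired samples. The deviations of same-numbered samples from their group means were correlated across probes. The correlation was 0.0404, 0.0294 and 0.0251 for replicates 1, 2 and 3, all under the 0.1 taken as the limit for pairing. Between samples of different number it lay between -0.0230 and -0.00544. Same-numbered samples were thus slightly more alike, and a weak pairing is not excluded. With the replicate number as a replicate block, 0 probes (0 higher, 0 lower) were called in limma, with 2906 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0812. All 308 probes kept an unadjusted p under 0.05, and 8 gene sets passed with the block. The fit with a block has fewer residual degrees of freedom. The BeadChip as a block was not run, since the deposited table gave no chip for an array.

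For the 10 named probes with the largest called changes, 129 other fits were made. They used another background correction, normalization or filter, the replicate block, or left out an array. The direction was kept in all of them, including each that changed the background correction or the normalization. Without an array it could hardly turn, because these probes had been chosen for groups that did not overlap. The call was kept in 67 and lost in 62, of which 10 were with the replicate block, 3 with no filter and the others when an array was left out. The genes of the fixed list were refitted 127 times under the same alternatives and passed the threshold in 1 of these fits, Ddx3y without background correction. The sign of their log2 fold change was reversed in 10 fits that left out an array. When each array was left out in turn, Uty lay between -0.32 and 0.18 (turned without hSRY-OFF array 1, hSRY-OFF array 2 and hSRY-ON array 1), Jarid1d between -0.26 and 0.18 (turned without hSRY-OFF array 3 and hSRY-ON array 1), Sox9 between -0.079 and 0.12 (turned without hSRY-OFF array 1, hSRY-OFF array 3, hSRY-ON array 1 and hSRY-ON array 2) and Eif4enif1 (probe ILMN_2726950) between -0.0091 and 0.065 (turned without hSRY-OFF array 2). None of these values was past the threshold, and the cause was not tested.

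The difference in detected probes was reversed from 66 to -216 when the detection p-value was set to 0.01, and both were within the spread between replicates (exact permutation test, p = 0.7 and p = 0.3). The cause was not tested. The median log2 fold change of 0.0048 moved to 0.0099 with median scaling and lay between 0.0020 and 0.0083 when an array was left out, and the cause was not tested. Normalization sets this median close to 0 in advance. The excess of within-group over between-group array correlation kept its sign with signals as deposited and with Spearman correlation.

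The number of gene sets past the threshold was 8 and became 0 when camera estimated the correlation between genes. The cause was not tested further, but with 6 arrays that estimate is imprecise. It was 7 or 8 under the other normalizations and filters, and 6 to 8 when an array was left out, 6 without hSRY-ON array 1 or hSRY-ON array 3. The mitosis, DNA replication, cholesterol, myelin and glucocorticoid response sets each passed in 14 of 15 alternatives, with the same direction in all 15. The choroid plexus set passed in 12, hypoxia response in 9 and neuronal synapse in 8 of 15. Among the sets not called, oligodendrocyte precursors passed in 2 and Purkinje cells in 2. The direction of the erythroid set was reversed to up without hSRY-OFF array 1 (adjusted p 0.528, range 0.312 to 0.775 when an array was left out and up to 0.839 over all alternatives) and that of the endothelium set to up with fry (0.808, range 0.486 to 0.808), and the cause was not tested.

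Signal over background limited the measurements. Of the 25697 probes, 9796 were detected on no array, and these probes were tested only where the filter was removed.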

Other observations

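The tests of a delay in maturation, of a common change present to different degrees and of the share of choroid plexus were chosen only after the results they bear on were seen. The number of called probes here was 308. That is lower than the number of genes quoted from the study above, which was a fixed selection size for pathway analysis rather than a count past a threshold.

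The 6 arrays can be split into 3 and 3 in 10 ways. The real split gave 308 probes past the threshold, and the other 9 splits gave 0 each in limma, with 404 to 820 probes at an unadjusted p under 0.05 against 2978 for the real split. Thus 1 of 10 splits gave as many probes. The real split gave 8 gene sets past the threshold with camera, and the other 9 gave 0 to 6, so 1 of 10 splits gave as many sets. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded for either count. Each of the other splits sets 2 arrays of a genotype against 1 and so keeps part of the genotype difference, and whether the sets they passed are chance or a diluted difference was not separated.

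Mitosis genes and myelin genes were both lower in hSRY-ON. A candidate explanation is a plain delay of brain maturation, in which myelin genes would lag and dividing-cell genes, if they fall with age in whole brain at this stage, would be higher. The mitosis set had a median log2 fold change of -0.78 with 0 of 17 genes higher, which is the observation itself and no separate test of a delay. No other age was analysed here, so how these genes change with age is not known from these data and the explanation stays open. The granule cell precursor set, whose cells divide at this age, had a median of 0.0055 and a mean of -0.14. Only 7 of its 13 listed genes were tested, and Atoh1 and Gli1 were not among them, so the set says little about these cells. Its cell-cycle genes Ccnd1 (-0.50) and Ccnd2 (-0.61) fell, both at an adjusted p over the list of 0.0139 in limma. The glucocorticoid response set (16 of 16 genes higher) makes a rise in stress hormones a candidate explanation, but no hormone was measured here. The study also reported growth retardation, minimal suckling and a lack of milk in the stomach of hSRY-ON pups. These possible sources of the changes were not tested against each other.

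The hSRY-ON arrays lay at different distances from the hSRY-OFF arrays, with first component scores of 22.2, 14.1 and 9.75 for arrays 1, 2 and 3. If they share a change present to different degrees, the difference between any 2 hSRY-ON arrays should correlate across probes with the difference of the remaining hSRY-ON array from hSRY-OFF. The correlations were 0.120, 0.234 and 0.119, the lowest being 0.119, all positive when the array with the higher first component score is taken first. The hSRY-OFF arrays, ordered in the same way by their distance from hSRY-ON, gave 0.0603, 0.0573 and -0.0033. Taking the order from the first component favours positive signs in advance, and the correlations are small and across probes, which are not independent, so a common change present to different degrees stays open as a hypothesis. A signal-dependent difference between arrays stays open too. Removing the trend of each difference on mean signal left the highest correlation at 0.234 and moved the 6 correlations by at most 0.000109, so this test had nothing to remove and decides nothing. Differences between animals in severity or in dissection would look alike in this test and were not separated.

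Some genes were highest on hSRY-ON array 3. S100a8 was at 9.77 there against at most 7.41 on the other arrays, Lcn2 at 7.74 against 6.06, S100a9 at 6.87 against 5.38 and Amelx, an enamel gene, at 8.45 against 6.96 (normalized log2 signal). The rise was not on that array alone for 2 of them. Lcn2 was also at 6.06 and 5.82 on hSRY-ON arrays 1 and 2 against 4.74 to 5.14 in hSRY-OFF, where it was below background (limma adjusted p 0.112 for the genotypes), and Amelx was at 6.96 on hSRY-ON array 2 against 5.42 on hSRY-ON array 1 and at most 5.73 in hSRY-OFF. A candidate explanation for S100a8, S100a9 and Lcn2 is granulocytes of blood or marrow in that sample. Over a separate list of 15 further granulocyte genes, of which 7 were detected on at least 1 of the other arrays, the median on array 3 lay 0.15 above the mean of the others, which decides nothing because the members went both ways and many were below background. Stfa1 (7.15) and Ngp (5.87) were detected on array 3 and no other, whereas 1 gene of the list was detected on hSRY-OFF array 2 alone and 0 on any of the remaining arrays alone. Ltf was at 8.57 on array 3 against at most 5.77 elsewhere, detected on 1 other array, and Stfa2 at 8.23 against 5.55, detected on 2. However, Camp (6.06 against at most 6.17) and Mmp9 (6.94 against 6.98), detected on all 6 arrays, were level. Prtn3, also detected on all 6 arrays, was slightly higher on array 3 (7.65 against at most 7.62). For Amelx, a candidate explanation is tooth or bone tissue in that sample. A list of 12 further genes, 4 of them detected on at least 1 other array, had a median of 0.041 above the others on array 3, below the 0.15 on hSRY-OFF array 3. Bglap1 (6.42) and Bglap2 (5.84) were detected on hSRY-ON array 3 and no other, and Ambn was at 6.71 there against at most 5.44 elsewhere, detected on 1 other array. Ibsp and Sp7 were not detected on that array, although 5 and 4 of the others detected them. Both sources stay open and cannot be told apart from a change in the sample's own cells, because 8 of the 15 and 8 of the 12 list genes were not detected on that array. No gene of this paragraph was among the called probes, and leaving out hSRY-ON array 3 raised the number of calls to 417.

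Mfap4 (-1.22, adjusted p 0.0263) and Lum (-1.09, adjusted p 0.0682), genes of fibroblasts, were lower in hSRY-ON and were picked out after their values were seen. A smaller share of meningeal tissue alone may give this. Over 15 other genes of meningeal fibroblasts, all of them detected in these brains, 0 rose and 0 fell past an adjusted p of 0.05 over the list in limma, and the median log2 fold change was -0.05. The lowest adjusted p over the list was 0.0555, for Col1a1 (-0.69) and Pcolce (-0.46), and Ogn changed by -0.54, at 0.0911, while Aldh1a2 (0.29) and Slc6a13 (0.25) moved upward, at 0.0911. The list decides neither way, and a different share of meninges cannot be told apart from a change in the fibroblasts.

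The choroid plexus set was higher in hSRY-ON, with Ttr, for example, at 13.89 in hSRY-OFF and 14.26 in hSRY-ON. A larger share of choroid plexus tissue alone may be asked for this, but then its markers should rise alike. Of the 10 tested, 5 rose and 2 fell past an adjusted p of 0.05 over the list. Those that fell were Kcne2 (-0.46, adjusted p over the list 0.0207) and Igfbp2 (-0.30, 0.0260), which argues against a larger share as the whole cause, although Igfbp2 is also made by other brain cells. A larger share together with a change inside the tissue stays open.

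The transgene lies between Eif4enif1 and Drg1 on chromosome 11, and the unrecombined transgene is at the same place in hSRY-OFF. To ask whether the activated transgene or its flanking chromosome segment may have affected neighbouring genes, the 20 tested genes nearest the site in the gene order of assembly GRCm38.p6 were examined. In limma 0 of them passed the threshold over all probes, and 6 had an unadjusted p under 0.05. Among 9650 windows of 20 neighbouring tested genes, 24.4% held as many, and the median was 4. The excess that such an effect predicts was thus not seen, although an effect on a single neighbour is not excluded by a count over the window, and 18 of the 20 genes lay on the Drg1 side.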
